A study of Mus musculus with 5 samples.

How the data were processed

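RNA was measured by bulk sequencing in 5 libraries of YFP-positive stromal cells sorted from the oviducts (fallopian tubes) of young adult female mice. Per the labels, total RNA was extracted from the sorted cells and libraries were prepared with a low-input SMARTer mRNA kit. Each library came from 1 mouse. The controls, mice 2 and 3, carried Pdgfra-Cre and the R26Y reporter, and mice 1, 2 and 3 of the other group carried Esr1 floxed alleles as well. Groups and mouse numbers were taken from the labels.

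The deposited values are TPM (transcript abundance scaled to the same total in each library) per gene, and the name the authors gave the table says that STAR was used for alignment. The STAR version, the gene counter, the genome build, the annotation and any filters on reads are not stated, so no coordinates are given. The authors' TPM summed to 1000000 in each library over 23857 listed genes, of which 585 were at 0 in every library. Of the listed symbols, 96.6% matched GENCODE M21 and 99.2% matched RefSeq for GRCm38.p6. Those tables were used only for names, transcript length and GC content. TPM is a share of the library, so a gene that takes a large share lowers the values of the others.

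TPM keeps no total depth. The values of low genes nevertheless fell on steps, from which the depth of each library relative to control mouse 2 was estimated, after the method was tested on simulated data and corrected until it recovered the simulated steps. The estimates were 66.3% for control mouse 3 and 48.4%, 83.0% and 67.4% for the Esr1 conditional knockout mice 1, 2 and 3. The simulated depths were close to these estimates, so recovery at other depths was not tested. An approximate scale from single-exon genes put 1 TPM in a transcript of 1 kb at 13.1, 8.68, 6.33, 10.9 and 8.81 reads in control mice 2 and 3 and knockout mice 1, 2 and 3. Numbers of reads given for single genes use the longest annotated transcript and are approximate. Reads without molecular identifiers are not independent molecules.

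The values were converted to log2(TPM + 1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with genotype as the only term. Genes with a TPM of at least 1 in at least 2 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. Tests were two-sided. For the targeted gene, Pdgfra, Pgr, Greb1 and Igf1 an exact permutation test over the 10 assignments of the 5 libraries was added, whose smallest possible p is 0.1.

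Of 12 gene lists fixed beforehand, 11 had tested members and were tested with camera at a preset correlation between genes of 0.01, adjusted over the 11 lists. The erythroid list had 0 tested members. Fry and camera with an estimated correlation were run beside it. The genes named are Esr1, Pdgfra, Pgr, Greb1 and Igf1, list members past the threshold over all genes, and in each direction the 5 genes with the largest fold change past the threshold, a mean TPM of at least 5, no overlap between the groups and an informative symbol. Where fewer than 5 passed, the 5 with the smallest p were taken and are said not to pass. Further lists, of epithelial, ciliated, immune, mast, granulosa, oocyte and stromal genes, were written after the first results were seen and are used only in the closing tests.

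In data simulated for these 5 libraries with 200 changed genes, the fit recovered 0% of changes of 1 on the log2 scale (18646 genes tested), 84% of changes of 2 (18649 genes tested, with 12 unchanged genes called) and 89.5% of changes of 3 (18656 genes tested). The simulated noise came from the fitted, moderated variances, which is optimistic for real mice.

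The alternatives were other pseudocounts, filters, scalings, variance models and library weights, the mouse number as a block, leaving out each library in turn, other thresholds and other list tests. Gene lists, alternatives and the rule for naming genes were fixed before the data were examined, apart from a pair of alternatives that the closing section names. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the depth estimate.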

Results

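Expression was measured in YFP-positive oviductal stromal cells of 5 mice, 2 controls and 3 with conditional knockout of Esr1, the gene of estrogen receptor alpha. Pdgfra-Cre is a recombinase driven by the promoter of Pdgfra, a gene of mesenchymal cells. It deletes floxed Esr1 sequence and switches on YFP from the R26Y reporter, by which the cells were sorted. The comparison asks which genes differ in stromal cells when Esr1 is deleted in them. The estimated depth ranged from 48.4% of control mouse 2, in knockout mouse 1, to 83.0%, in knockout mouse 2. In control mice 2 and 3, 19061 and 19432 genes reached 1 TPM. In knockout mice 1, 2 and 3, 17148, 18190 and 15841 did, fewer in each than in either control. Depth alone does not account for this. Knockout mouse 3, at an estimated 67.4%, had 2455 genes at 0, and control mouse 3, at 66.3%, had 1338. Rpph1, a non-coding RNA, took 18.6% and 21.3% of all TPM in control mice 2 and 3 and 22.3%, 14.3% and 13.1% in knockout mice 1, 2 and 3.

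Across genes, which are not independent replicates, Spearman's rho of TPM was 0.966 between the controls and 0.969 between knockout mice 2 and 3. Knockout mouse 1 stood at 0.956 and 0.944 with knockout mice 2 and 3 and at 0.954 with each control. The first principal component held 51.2% of the variance and placed knockout mouse 1 between the controls and the other knockout mice. The second held 22.3% and set knockout mouse 1, at -53.9, apart from all the other libraries, at 6.13 to 18.7.

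Esr1 was examined first in every library, since it checks the labels. Its level was 83.3 and 77.6 TPM in control mice 2 and 3. In the libraries labelled Esr1 conditional knockout it was 28.9 TPM in mouse 1, 85.0 TPM in mouse 2 and 170 TPM in mouse 3. It thus lay below both controls in mouse 1 and not in mice 2 and 3, against the label. The value of mouse 2 was close to that of control mouse 2 and lay between the controls when Rpph1 and Rn45s, a ribosomal RNA precursor, were left out. Mouse 3 stayed above both. The means were 80.5 ± 3.99 TPM (SD, n = 2) and 94.6 ± 71.0 TPM (SD, n = 3). The log2 fold change was -0.10 with a standard error of 0.64 (limma, adjusted p 0.948), and the exact permutation p was 1. Without the library of knockout mouse 1 the log2 fold change was 0.57, and without that of mouse 3 it was -0.68. The deposited values are per gene and do not show whether floxed exons were missing from the transcripts. All directions below refer to libraries labelled Esr1 conditional knockout relative to controls, in groups that Esr1 level does not separate.

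Pdgfra, whose promoter drives the recombinase, was at 206 ± 26.7 TPM (SD, n = 2) in controls and 231 ± 66.5 TPM (SD, n = 3) in the libraries labelled knockout. The log2 fold change of 0.13 was smaller than its standard error of 0.27 (limma, adjusted p 0.831), and it was -0.074 without the library of knockout mouse 1.

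**Figure D1:**
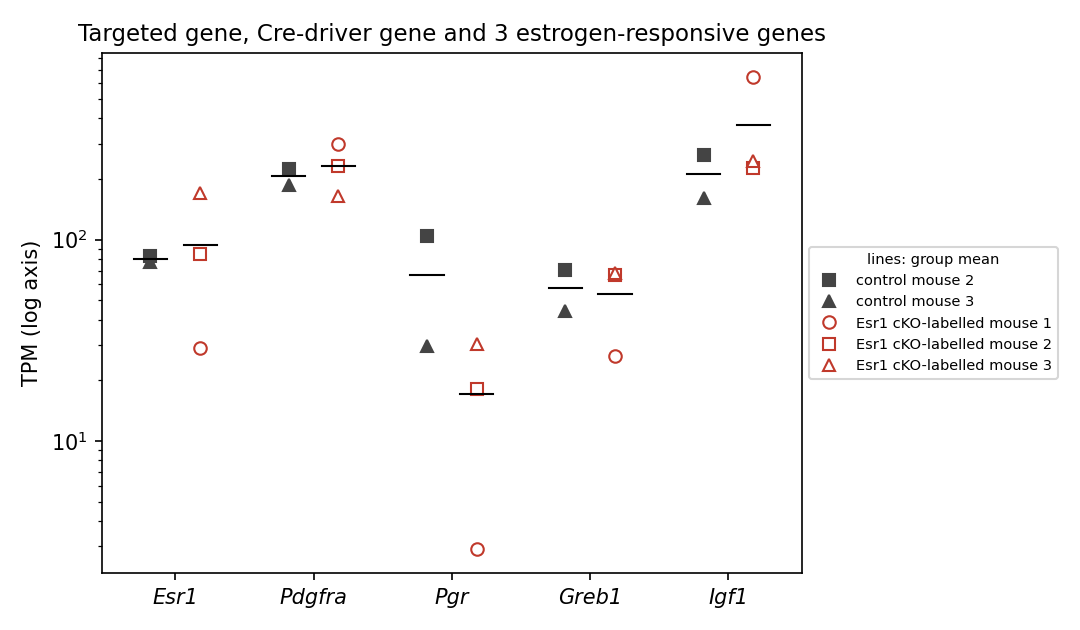
TPM on a log axis of the targeted gene Esr1, the Cre-driver gene Pdgfra and the estrogen-responsive genes Pgr, Greb1 and Igf1, with 1 point per library and a line at each group mean (filled points, controls; open points, libraries labelled Esr1 conditional knockout). Esr1 lay below both controls in mouse 1 (28.9 TPM), close to them in mouse 2 (85.0 TPM) and above both in mouse 3 (170 TPM).

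Of 19292 tested genes, 5 had an adjusted p under 0.05 (limma), 2 higher and 3 lower in the libraries labelled knockout. Leaving out the library of knockout mouse 1 gave 1022 higher and 502 lower, while leaving out that of mouse 2 gave 0 in each direction, with 2423 genes at an unadjusted p under 0.05. At an unadjusted p under 0.05 there were 713 higher and 1904 lower genes in the fit to all 5 libraries. The total was 2617 against 965 expected by chance. Genes are not independent, so a count by chance can lie far from 965. Without knockout mouse 1 there were 3388 higher and 2215 lower. The groups did not overlap for 6531 genes, 33.9% of those tested, where chance gives 20%.

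The lower genes past the threshold were Slitrk3, Ostn and Zfp804a. Slitrk3 was at 31.9 and 24.0 TPM in the controls and at 0.71, 0.67 and 0.40 TPM in knockout mice 1, 2 and 3 (log2 fold change -4.18, standard error 0.25, adjusted p 0.0159). Ostn was at 18.8 and 18.6 TPM in the controls and at 0.22, 0.51 and 0.08 TPM in the libraries labelled knockout, which there corresponds to about 2.0, 7.9 and 0.99 reads (log2 fold change -3.97, standard error 0.26, adjusted p 0.0159). Zfp804a fell from 12.7 ± 0.49 TPM (SD, n = 2) to 0.73 ± 0.31 TPM (SD, n = 3), with a log2 fold change of -3.00, a standard error of 0.27 and an adjusted p of 0.0415. The higher genes were Myoc and Moxd1. Myoc was at 25.2 ± 5.26 TPM in controls (SD, n = 2) and 146 ± 19.9 TPM (SD, n = 3) in the libraries labelled knockout (log2 fold change 2.49, standard error 0.20, adjusted p 0.0366). Moxd1 was at 36.3 ± 4.02 TPM (SD, n = 2) and 135 ± 10.3 TPM (SD, n = 3), with a log2 fold change of 1.87, a standard error of 0.16 and an adjusted p of 0.0415. Without the library of knockout mouse 2 none of these 5 passed the threshold, and without that of mouse 3 only Slitrk3 and Ostn did.

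The other genes named by the rule did not pass the threshold in limma. H1f3, Ntn1 and Fmo1 were higher, with log2 fold changes of 1.61, 1.27 and 1.88 and adjusted p of 0.0666, 0.0858 and 0.0858. Clvs2 and Postn were lower, with log2 fold changes of -2.85 and -1.87 and adjusted p of 0.0524 and 0.0666. All 5 separated the groups without overlap, and all 5 passed the threshold when the library of knockout mouse 1 was left out. H1f3 belongs to a family of near-identical histone genes, so its level is uncertain.

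**Figure D2:**
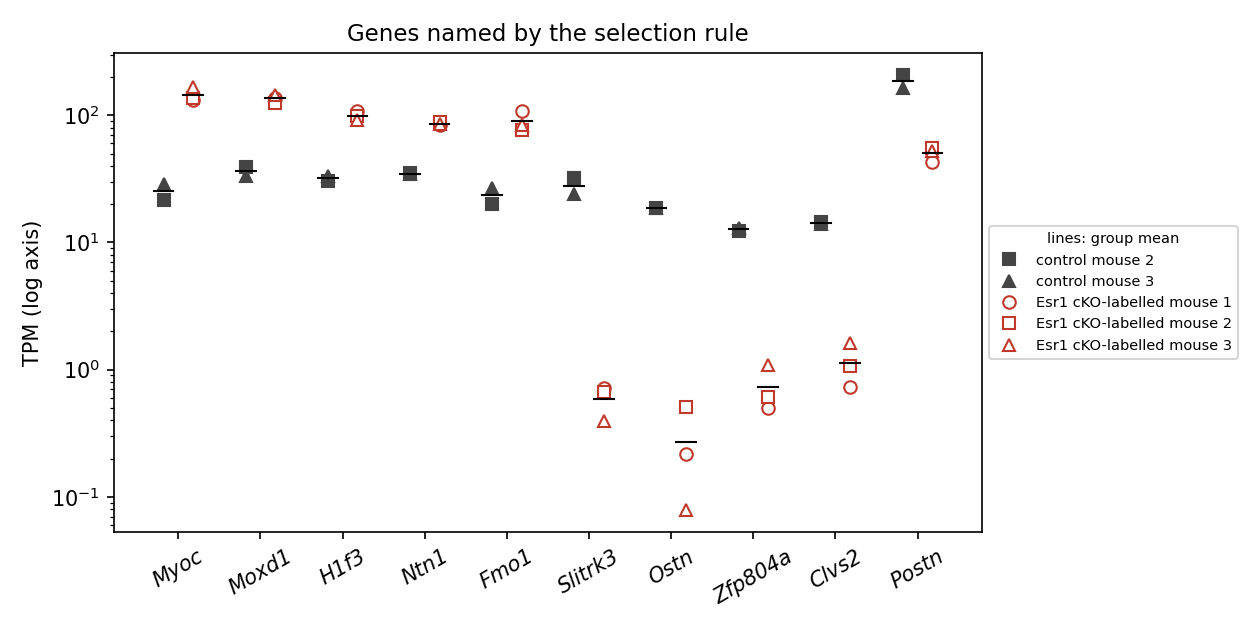
TPM on a log axis of the 10 genes named by the selection rule, with 1 point per library and a line at each group mean (filled points, controls; open points, libraries labelled Esr1 conditional knockout). In each gene the groups do not overlap, and Slitrk3, Ostn, Zfp804a, Myoc and Moxd1 had an adjusted p under 0.05.

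Estrogen-responsive genes were compared because Esr1 encodes their regulator. The 15 genes of the list had a median log2 fold change of 0.18 (camera, adjusted p 0.842), with 9 higher and 6 lower, and the median was -0.018 without control mouse 3 and 0.040 without knockout mouse 3. One gene passed the threshold adjusted over the list alone, Ramp3, and 0 did over all genes tested. Ramp3, named after its values were seen, was at 22.5 and 12.8 TPM in the controls and at 1.72, 1.95 and 4.63 TPM in knockout mice 1, 2 and 3 (log2 fold change -2.34, limma adjusted p 0.130). Pgr was at 104 and 29.5 TPM in the controls and at 2.90, 18.03 and 30.2 TPM in knockout mice 1, 2 and 3. Its log2 fold change of -2.10 did not pass (limma, standard error 0.90, adjusted p 0.374, exact permutation p 0.3) and was -1.21 without knockout mouse 1 and -1.20 without control mouse 2, and the controls differed from each other by more than control mouse 3 did from knockout mouse 3. Greb1 had a log2 fold change of -0.18 (standard error 0.44, limma adjusted p 0.862), which was 0.27 without knockout mouse 1. Igf1 had a log2 fold change of 0.68 (standard error 0.47, limma adjusted p 0.525), which was 0.20 without knockout mouse 1, where it was at 645 TPM.

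The remaining lists covered secreted signals, matrix and proliferation. Extracellular matrix genes had a median log2 fold change of -0.68 (camera, adjusted p 0.000386), with 18 of 22 lower, 11 of them below both controls in all 3 libraries labelled knockout. Without control mouse 2 that median was -0.38, and it was -0.41 with a covariate chosen after the data were seen, an epithelial score (the mean log2 value of the epithelial markers). Proliferation genes had a median of 0.42 (camera, adjusted p 0.000262), with 14 of 16 higher, 7 of them above both controls in all 3. Wnt ligands and modulators had a median of 0.22 (camera, adjusted p 0.254), which was 0.068 without control mouse 3, 0.34 without knockout mouse 1 and -0.027 with no filter on low values, and BMP and TGF-beta genes one of 0.28 (camera, adjusted p 0.675). Adjusted over the list alone, 8 extracellular matrix genes, 0 proliferation genes, 4 Wnt genes and 6 BMP and TGF-beta genes passed 0.05, against 0 in each list over all genes tested. None of the camera calls, here or in the composition lists, held under fry, where the lowest adjusted p was 0.387, or with an estimated correlation, where it was 0.606.

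Lists of cell-type and handling genes were compared as checks of what was sorted. Some markers of other cell types were high in the controls themselves. The epithelial marker Ovgp1 was at 2273 and 2463 TPM there, and the immune marker Lyz2 at 1546 and 2125 TPM. The stromal markers Pdgfra and Dcn were at 225 and 188 TPM and at 10110 and 9066 TPM. Values of single genes, Esr1 included, therefore cannot be assigned to stromal cells alone. Immune markers had a median log2 fold change of -0.98 (camera, adjusted p 0.000861) with all 8 lower, and it was -0.54 without knockout mouse 3 and -0.46 with an epithelial score as a covariate. Epithelial markers had a median of 0.52 (camera, adjusted p 0.0292). In knockout mice 2 and 3, 9 of 10 epithelial markers lay above both controls, and in knockout mouse 1 6 lay below both. The epithelial median was 0.89 without knockout mouse 1, 0.31 without mouse 2 and 0.28 without mouse 3, and in the last of these fits it did not pass. Dissociation-induced genes had a median of -0.56 (camera, adjusted p 0.0117) and did not pass without knockout mouse 2 (-0.51) or mouse 3 (-0.29). Stromal markers (-0.33, camera adjusted p 0.0850), endothelial markers (-0.18, camera adjusted p 0.255) and smooth muscle markers (0.04, camera adjusted p 0.745) did not pass. Stromal markers passed without knockout mouse 1 (-0.47) and with library weights (-0.44), and endothelial markers without knockout mouse 2 (-0.39). After quantile normalization and with a mean TPM of at least 5, stromal and endothelial markers both passed and epithelial markers did not. Dissociation-induced genes did not pass with an epithelial score as a covariate (-0.23). The smooth muscle median was -0.10 after quantile normalization.

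**Figure D3:**
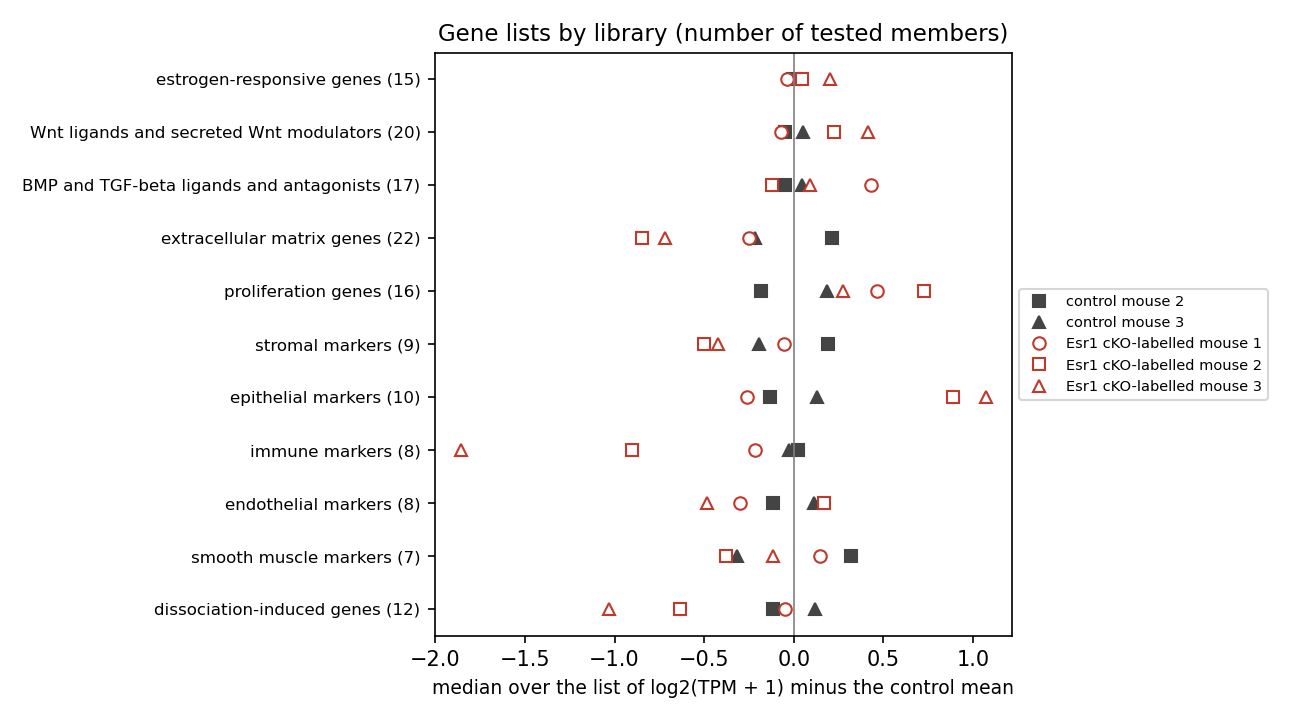
Median over each gene list of log2(TPM + 1) minus the control mean, with 1 point per library (filled points, controls; open points, libraries labelled Esr1 conditional knockout) and the number of tested members in parentheses. Epithelial markers stood at 0.89 and 1.07 in knockout mice 2 and 3 and at -0.26 in mouse 1, and immune markers at -0.22, -0.90 and -1.85 in mice 1, 2 and 3.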

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

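A pair of alternatives was chosen after the data were seen, leaving out Rpph1 and Rn45s and using an epithelial score as a covariate. The others were fixed beforehand.

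The counts of genes with an adjusted p under 0.05, 2 higher and 3 lower in the libraries labelled knockout, depended on most settings. At a threshold of 0.1 they were 14 and 22. Both were 0 with a pseudocount of 0.1 (2233 genes at an unadjusted p under 0.05) and with a mean TPM of at least 5 (1389 genes). The higher genes numbered 1 with no filter on low values and with robust eBayes, and 0 with quantile normalization (2573 genes at an unadjusted p under 0.05), median-of-ratios scaling (3000 genes) and eBayes without trend (2800 genes). Without Rpph1 and Rn45s the lower genes numbered 5. Library weights gave 260 higher and 396 lower, and the epithelial covariate 94 and 89. Both counts held with a minimum absolute log2 fold change of 1. Across the 3 fits that each left out a knockout mouse, the higher genes ranged from 0 to 1022 and the lower from 0 to 502. The high values came without mouse 1, which lay apart from mice 2 and 3. Apart from that, the cause was not tested. The 5 genes were among those called under library weights, the epithelial covariate, the replicate block and without mouse 1. Ostn and Slitrk3 were called in every setting that called any gene.

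The mouse number was also used as a replicate block. It gave 1165 higher and 693 lower genes (3326 and 2087 at an unadjusted p under 0.05), a call for stromal markers, an Esr1 log2 fold change of 0.57, and reversed values for Pdgfra (-0.074), Greb1 (0.27) and smooth muscle markers (-0.15). Mouse 1 has no partner, so this fit rests on mice 2 and 3 alone, and its fold changes equal those without knockout mouse 1. Deviations from the group means correlated at -0.06 for mouse 2 and -0.07 for mouse 3 across genes. The 2 controls deviate from their mean by equal and opposite amounts, so these are not independent checks. The labels do not say whether an equal number marks littermates or a batch, and that stays open.

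The Esr1 log2 fold change of -0.10 ranged from -0.68 to 0.57 over the 5 fits that each left out 1 library and was 0.15 with library weights. With the epithelial covariate it was -0.94, with an adjusted p of 0.145. Its adjusted p ran from 0.145 to 0.967 over the fits that gave one, which leaves out the fits without a control mouse, and passed the threshold in none of them. Over the 5 fits without 1 library each, Pdgfra ranged from -0.074 to 0.35, Greb1 from -0.50 to 0.27, the estrogen-responsive median from -0.018 to 0.18 and the smooth muscle median from -0.22 to 0.056.

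The median of the estrogen-responsive genes was -0.028 with the epithelial covariate, and that of the Wnt genes -0.027 with no filter on low values, which adds untested low members. Extracellular matrix genes (-0.68) and proliferation genes (0.42) kept their direction in all alternatives. They lost the call under fry (adjusted p 0.387 and 0.477) and with an estimated correlation (0.606 for both), where the medians stay the same by construction. Greb1 was 0.11 with library weights. The smooth muscle median was -0.10 with quantile normalization, -0.18 with library weights and -0.023 without Rpph1 and Rn45s. The cause was not tested. For the single named genes other than Esr1, whose values are given above, and the composition lists, 331 alternative values came with a test: 247 kept their direction and their side of the threshold, 43 were weaker, 31 stronger and 10 reversed. Another 36 came from the fits without a control mouse, where 1 control is left and no test was made. Of these, 3 changed sign: Greb1 without control mouse 2 (0.15), and Pdgfra (-0.0037) and the smooth muscle median (-0.22) without control mouse 3. Ostn and Slitrk3 have no value in those fits, since they fell under the filter on low values.

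Among genes at an unadjusted p under 0.05, the main scaling gave 713 higher and 1904 lower. Quantile normalization gave 1195 and 1378, and median-of-ratios scaling 1289 and 1711. With a mean TPM of at least 5 there were 643 higher and 746 lower, so the excess of lower genes was small when low genes were left out. The excess also depended on knockout mouse 1: without it there were 3388 higher and 2215 lower genes. Library weights gave 2827 and 2590. Fewer genes reached 1 TPM in every library labelled knockout, so the excess cannot be told apart from lower detection.

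Depth limits the lowest values. About 2.0, 7.9 and 0.99 reads lie behind Ostn in knockout mice 1, 2 and 3, so its fold change has a wide margin on a linear scale. Knockout mouse 1, the only library with lower Esr1, was the shallowest at 48.4% of control mouse 2, but about 1160 reads lie behind its Esr1 value.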

Other observations

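The tests of a mislabelled sample, of Esr1 against epithelial markers, of Rpph1 and Rn45s, of ciliated against epithelial genes and of the spread among stromal genes were chosen after the results were seen. In a pair of cases a second test was added because the first had been seen to separate the explanations poorly, and both are given. The reading of each test, where no threshold had been written, was also made after its value was seen.

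Esr1 was not lower in 2 of the 3 libraries labelled knockout. A few genes taking most of the TPM is argued against: with Rpph1 and Rn45s left out, Esr1 was at 103 and 99.8 TPM in the controls and at 37.7, 99.96 and 197 TPM in knockout mice 1, 2 and 3, below both controls in 1 library still. This test first counted libraries above both controls, which fell from 2 to 1 as mouse 2 came to lie between the controls, and was changed to libraries below them. A mislabelled sample cannot be told apart from the labelled design. In the first test, extracellular matrix genes lay below both controls for 11 of 22 in mouse 1 and for 18 in each of mice 2 and 3, where chance gives 1 in 3, so the signal in mouse 1 was weak. In the second, of 56 genes at least 4-fold below both controls in mouse 1, 17 were so in mouse 2 and 24 in mouse 3 (30.4% and 42.9%, against 0.44% and 1.49% of all genes at 5 TPM or more in controls). Neither decides. The first restates the lower extracellular matrix values already reported for mice 2 and 3, the second selects and compares with the same controls, and with 2 controls the range of a further control is not known. Epithelial cells in the sorted fraction are another candidate explanation. From knockout mouse 1 to mouse 3, Esr1 rose 5.88-fold, more than 9 of 10 epithelial markers. This argues against a rise in step with them but rests on a pair of libraries and leaves out mouse 2. With the epithelial score as a covariate, the Esr1 log2 fold change moved from -0.10 to -0.94 (limma, adjusted p 0.145), which goes with epithelial cells. That explanation stays open. Loss of a floxed exon that leaves the rest of the transcript is also open, since values per gene do not resolve exons. It was not tested.

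Epithelial markers were higher in knockout mice 2 and 3. In a second list of 14 epithelial genes, 11 lay above both controls in both libraries, where chance gives 1 in 6, and 12 lay below both controls in mouse 1. This is consistent with more epithelial RNA in those libraries, as a hypothesis. Whether sorting or genotype brought it there is open. A rise of ciliated and secretory cells alike cannot be told apart from an unequal one, since no list of secretory genes was tested. Ciliated genes were compared with the second epithelial list instead. Their medians were 0.52 and 0.41 in mice 2 and 3, and those of the epithelial list 0.83 and 1.08. The permutation p was 0.0592 and 0.0347 over 100000 resamples of genes, which are not independent.

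Ovarian follicle genes such as Cyp17a1, Inha and Esr2, noticed in the table of all genes, were higher in the libraries labelled knockout, at 2.34 and 5.72 TPM in the controls and 35.2, 72.4 and 38.2 TPM in knockout mice 1, 2 and 3 for Cyp17a1. Ovarian tissue in the dissected sample may be a source, and it stays open. Of 7 granulosa genes not looked at before, 4 lay above both controls in all 3 libraries, where chance gives 1 in 10, and Hsd3b1 also differed widely between the controls, at 8.998 and 115 TPM. Oocyte genes went the other way, with 6 of 8 below both controls in all 3 libraries, but at levels of a few TPM. A response of the stromal cells to Esr1 deletion was not tested.

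Immune markers were lower in the libraries labelled knockout. In a second list of 18 immune genes, 11 lay below both controls in all 3 libraries. Chance gives 1 in 10, but 4228 of all 19292 tested genes lay so, and genes of a list are not independent. Of 7 mast cell genes, 4 did so, with Cma1 at 50.8 and 54.4 TPM in the controls and 19.6, 15.1 and 9.42 TPM in knockout mice 1, 2 and 3, while Kit and Hdc, which other cells express as well, rose in mice 2 and 3. In the second immune list, 3 genes lay above both controls in mouse 1. Of these, Cd3e was at 35.9 and 17.2 TPM in mice 1 and 2 against 9.76 and 13.7 TPM in the controls. Both lists go with fewer immune and mast cells in the sorted fraction, though not for every immune gene. Part of the fall went with the epithelial score, since the immune median moved from -0.98 to -0.46 with that score as a covariate. Whether the tissue held fewer or the sort excluded more is open.

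Extracellular matrix genes were lower, with a median log2 fold change of -0.68, or -0.41 with the epithelial score as a covariate. Gene length and GC content are argued against as the whole cause, since 0% of 10000 random lists matched on mean level and on length, and 0% of those matched on GC content, had a median as low. All 22 genes had a value for each. The immune lists fell in libraries where epithelial lists rose, but other cell types need not change alike. The immune median also moved from -0.98 to -0.46 with the epithelial score as a covariate. This pattern therefore does not decide on a lower share of stromal cells. The first test of a lower share, written before its values were seen, was inconclusive. In a second stromal list, 3 of 16 genes lay above both controls in all 3 libraries and 5 below both. Chance gives 1 in 10 for each, but of all 19292 tested genes 2303 lay above and 4228 below. The median log2 fold change of the list, -0.25, goes with a lower share. The second test was chosen after the first was seen. It found 12 of 38 stromal and matrix genes outside the 95% interval around their common median, where 1.9 are expected. Of these, 8 lay above and 4 below. A lower share of stromal cells and a regulatory difference in them both stay open as hypotheses.

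Of the 10 splits of the 5 libraries into 2 and 3, 2 gave at least the 5 genes with an adjusted p under 0.05 of the real split, the real one included. Setting knockout mice 2 and 3 against the other libraries gave 1172 genes. At an unadjusted p under 0.05 that split gave 5080 genes and the real one 2617. The remaining splits gave 201 to 1428. No split of 5 libraries can fall under a share of 0.1, so chance is not excluded. Placing mouse 1 with the controls thus gave more genes than the labels did, although Esr1 was lowest in mouse 1.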
